A study of Homo sapiens with 8 samples. Its data were reported in "The METTL5-TRMT112 N6-methyladenosine methyltransferase complex regulates mRNA translation via 18S rRNA methylation" (2022).

How the data were processed

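Ribosome profiling was measured in HepG2, an established human liver cancer cell line, in cells with METTL5 intact (METTL5-WT) and in cells whose METTL5 gene had been disrupted with CRISPR-Cas9 (METTL5-KO). METTL5 is the enzyme that adds an N6-methyladenosine mark to 18S ribosomal RNA. Cells were treated with cycloheximide, which halts ribosomes on the message. Part of each cleared lysate was kept as input RNA, and the rest was digested with micrococcal nuclease so that ribosome-protected fragments (RPF) remained. There were 8 libraries in 4 groups, with 2 replicates per group. Groups and replicate numbers were taken from the sample titles. Per the study, HepG2 cells of either genotype were grown up from isolated clones. Which clone gave each replicate is not stated, so differences between clones may go with genotype.

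For the input libraries, the authors trimmed reads with BBDuk, aligned them to hg38 with STAR and deposited raw read counts per gene from featureCounts, counted over exons by strand from uniquely mapped reads. The deposited count table held 60718 genes after 3 lines of a gene broken by a spreadsheet limit were left out. For the RPF libraries, the authors trimmed reads, kept fragment lengths typical of ribosome footprints, removed ribosomal RNA reads and used the RiboToolkit server. The deposited signal values of the TE table, 11244 genes in 8 libraries, are named RPKM by the authors. The values showed a different unit. Each was a whole number of reads times a constant per library, with 100% of values whole, and 100% of the input values equal to the count table. The constants were the inverse of DESeq2 size factors within a ratio of 0.9996 to 1.0002. Each gene of that table had at least 1 read in every library, so genes without reads in a library are not covered by it. The authors also deposited a log2 fold change of translation efficiency (TE) per gene, with a p-value and an adjusted p-value. The authors' adjusted p-value was 1 for 3052 genes, all with a mean of the 8 values under those of the other genes, which started at 123. Refitting the recovered reads with the DESeq2 interaction gave p-values within 1% of the deposited ones for 11232 genes.

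The plan had assumed RPKM and named edgeR for RPF and TE in case raw counts were held. The values were scaled counts, and the planned test on a log scale was kept as the main one. Count tests on the recovered reads, which the plan named for raw counts, were run beside it. Input counts were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood), which left 14054 genes. RPF and TE were tested with limma 3.58.1 (eBayes with trend) on log2(value + 1), on the 11240 genes with a mean of at least 1 in each library type. Fold changes are therefore on the log2(value + 1) scale, which understates changes of low genes. TE was the interaction of genotype and library type in a single model of all 8 libraries. Adjusted p-values are Benjamini-Hochberg, two-sided, and a gene was called at an adjusted p-value under 0.05. DESeq2 1.42.0 and R 4.3.3 were used, with Python 3.11.15 for preparation and figures. Gene families were tested with camera at a preset correlation of 0.01. GC content and coding length came from canonical transcripts of GENCODE release 44, which covered 99.8% of the TE table. Start positions of 99.9% of the shared genes lay on the same chromosome and strand with starts at most 100 kb apart, so the builds were taken as the same. A trend on GC content or length was removed from each library's deviation with a local regression of span 0.3.

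The models were tested on simulated data with 200 changed genes. Each had a planted log2 change of 1.5 up or down and a mean of at least 10 counts, and smaller changes were not simulated. The edgeR input test, run on 13742 genes that included 197 of the changed ones, recovered 181 of these (91.9%), and 4.23% of its calls were false. Over 10 simulations of 11240 genes, the limma TE test recovered 82.4% of changed genes with 14.7% false calls on average, which is above the nominal rate. The limma RPF test gave 49.5% false calls in the model of 8 libraries and 29.9% in a model of the 4 RPF libraries alone, so sharing a spread with the input libraries accounts for part of the excess at most. The edgeR tests of the recovered reads gave 3.93% false calls for TE and 3.99% for RPF in the 8 libraries. Genes called by both limma and edgeR had 2.04% false calls for TE and 2.49% for RPF. The simulated reads were drawn from the kind of count model that edgeR fits, with a spread set by abundance alone. The rates of edgeR and of genes called by both are favoured by this and may be higher in real reads. The simulated rates led to the printing of edgeR counts beside each limma count. With a GC trend planted, 77.2% of the limma TE calls were false, and 17.4% after the trend was removed. The planted gene family was called and 0 other families were.

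Named genes followed a rule fixed before the data were examined. For input, RPF and TE separately, they were the 4 largest rises and the 4 largest falls among called genes with a mean of at least 10 whose KO values lay all on the same side of the WT values, plus 13 genes the study names for these libraries and 6 partners or relatives of the METTL5 complex. Not every gene the rule picked is described. Values at or under 3 counts were treated as the floor. Input and RPF libraries of the same genotype and number came from the same lysate, which is where the pairing comes from. The correlation across genes of their replicate differences was -0.02 in METTL5-WT and 0.05 in METTL5-KO. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 3.17 to 15.8. Alternatives covered the pseudocount, filters, scaling, variance trend, blocks, length and GC trends, depth and the count models. With 2 replicates per group, leaving out a library gives fold changes only, refitted with edgeR for input. Those refits were put in place of differences of depth-scaled log2 counts after the results had been seen, because the latter use another prior count than the model they were compared with. PCR duplicates were not removed, so floors cover counting error only. Lists of 58 interferon-stimulated genes and 25 NRF2 target genes were written after the largest input changes had been seen.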

Results

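The data comprised 4 input and 4 RPF libraries from 2 METTL5-WT and 2 METTL5-KO HepG2 lysates. Input libraries held 11211608 and 10710226 counts in METTL5-WT and 12672012 and 15307257 counts in METTL5-KO. The reads recovered from the TE table were 3970779 and 4592443 in the METTL5-WT RPF libraries and 8626705 and 9255921 in the METTL5-KO RPF libraries. The METTL5-WT RPF libraries were thus the shallowest, and low genes are least precise there.

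The knocked-out gene was examined first in every library, since it checks the labels. METTL5 (ENSG00000138382) lies on chromosome 2 from 169810081 to 169824931 (hg38, minus strand). Its input counts were 490 and 542 in METTL5-WT and 208 and 151 in METTL5-KO. Its RPF reads were 158 and 226 in METTL5-WT and 41 and 21 in METTL5-KO. The deposited input value was 359 ± 36.4 (SD, n = 2) in METTL5-WT and 101 ± 35.1 (SD, n = 2) in METTL5-KO. The RPF value was 414 ± 55.1 (SD, n = 2) in METTL5-WT and 36.4 ± 18.4 (SD, n = 2) in METTL5-KO. An exact permutation test of 2 against 2 values gave p = 0.333 for each, the smallest value this design allows. In the models across all genes, the input log2 fold change was -1.86 ± 0.18 (SE; edgeR adjusted p = 7.17e-08), the RPF change was -3.56 ± 0.30 (limma adjusted p = 1.95e-07) and the TE change was -1.69 ± 0.42 (limma adjusted p = 0.0324). The TE call of METTL5 was lost in limma without the variance trend (adjusted p = 0.196) and was kept in edgeR on recovered reads (adjusted p = 0.00342). Over 18 alternatives its adjusted p-value ranged from 0.000546 to 0.196. The knockout was made by deleting exons of METTL5, and reads of the deleted part are missing for that reason alone. How much of the RPF and of the input signal that part carries was not measured. The fall in METTL5 TE therefore cannot be read as a change in translation.

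Transcript abundance was compared between genotypes in the input counts. Of 14054 genes tested, 3149 were called by edgeR, 1656 higher and 1493 lower in METTL5-KO. The alternative that moved this count most was a rule of at least 2-fold with an unadjusted p-value under 0.05, with 1139 genes. DESeq2 at the same threshold called 2183. The largest rises started from METTL5-WT libraries with 0 counts, so they are bounds. TACR1 was at least 31.8-fold higher, PLXDC2 at least 16.4-fold, NAV3 at least 13.9-fold and the noncoding LINC01886 at least 11.8-fold. Among the falls, MGST1 (chromosome 12, 16347142 to 16609259, hg38) had 2071 and 1848 counts in METTL5-WT and 1 and 12 in METTL5-KO, a log2 fold change of -8.57 ± 0.26 (SE; edgeR adjusted p = 7.39e-17). TMEM47 was at least 61.4-fold lower, RIN3 at least 14.5-fold and FGF7 at least 12.9-fold lower. Input changes were not spread evenly along the genome. With the GC trend removed, in windows of 41 neighbouring genes, 18 of 261 windows had a median shift of at least 0.4 on the log2 scale between the lysates numbered 1, and all lay on chromosomes 11, 12, 16 and 20. These windows held 6.59% of the genes and 17.3% of the input calls made by limma in the TE table. MGST1 and A2M lie within such windows on chromosome 12, whose median input shifts over all lysates were -0.53 and -0.54. The input log2 fold changes of the genes were far larger (-8.57 and -5.30, edgeR), so the regional shifts do not account for them.

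**Figure D1:**
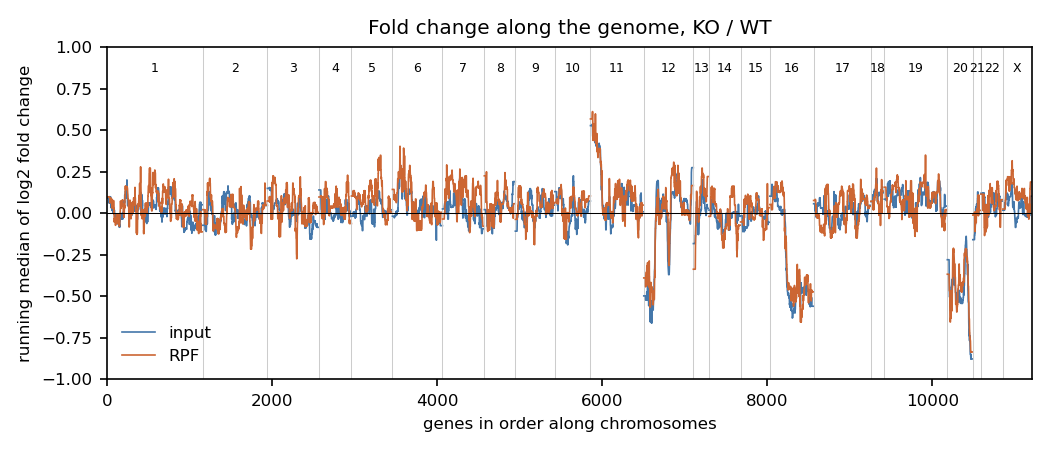
Running median over 41 genes of the log2 fold change (KO over WT, GC trend removed) for input and RPF, with genes in order along chromosomes 1 to 22 and X. Input and RPF fall together on parts of chromosomes 12, 16 and 20 and rise together at the start of chromosome 11, and the extreme for input is -0.88.

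Ribosome-protected fragments were compared next. The limma model called 3288 of 11240 genes, 1819 higher and 1469 lower. In simulated data with 200 changed genes, 49.5% of the calls of this test were false, a share that depends on how many genes change and does not carry over to this count. The rule of at least 2-fold with an unadjusted p-value under 0.05 moved it most, to 956 genes. The edgeR test of the recovered reads called 3118 genes, and 2972 genes were called by both in the same direction. That rule had 2.49% false calls in the same simulations, which were drawn from edgeR's kind of count model. The largest rises were in GBP1, IFI27, IFI44L and RSAD2. GBP1 had 1 RPF read in each METTL5-WT library and was at least 50.7-fold higher. IFI27 had 5 and 13 reads in METTL5-WT and 966 and 1166 in METTL5-KO, a log2 fold change of 6.04 ± 0.29 (SE; limma adjusted p = 1.48e-10). The largest falls were in PTGS1, MGST1, A2M and PLEKHG4B. PTGS1 was at least 57.8-fold lower. A2M had 239 and 268 reads in METTL5-WT and 12 and 13 in METTL5-KO.

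TE asks whether ribosome occupancy changed beyond transcript abundance. The limma interaction called 538 genes, 304 higher and 234 lower in METTL5-KO. In simulated data with 200 changed genes, 14.7% of the calls of this test were false, a share that likewise does not carry over to this count. The edgeR interaction on recovered reads called 767 genes, 351 higher and 416 lower, and 530 of the 538 were called by both in the same direction. The alternative that moved the count most was limma without the variance trend, which called 1 gene. Of the 538 calls, 421 were also RPF calls in the same direction and 133 had an input call in the opposite direction. TE changes followed coding GC content. The median TE log2 fold change fell from 0.31 in the 1122 genes with the lowest GC content to -0.36 in the 1122 with the highest. With the GC trend removed, a correction chosen after the data were seen, 319 genes were called, and 208 of them were among the 538.

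**Figure D2:**
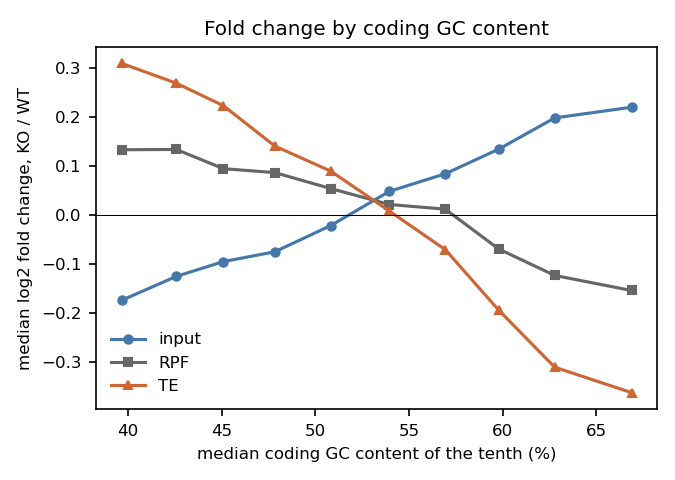
Median log2 fold change (KO over WT) of input, RPF and TE in groups of 1122 genes ordered by coding GC content, against the median GC percentage of each group. Input rises from -0.17 to 0.22 while TE falls from 0.31 to -0.36.

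**Figure D3:**
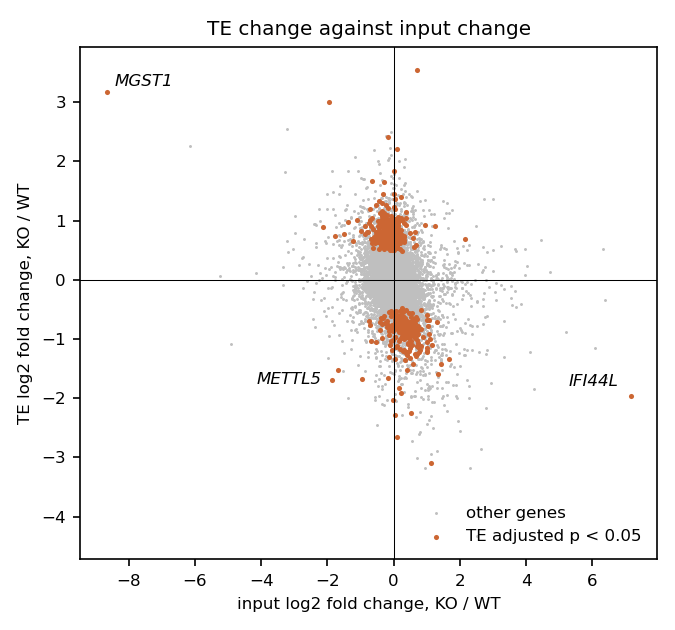
TE log2 fold change against input log2 fold change for each gene (KO over WT), with genes at a limma adjusted p-value under 0.05 for TE in colour. METTL5 lies at -1.69 for TE, and MGST1 lies far to the left.

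The genes with the largest TE changes by the naming rule were mostly low in reads. EFHC2 had 1 RPF read in each METTL5-WT library and lost its call in edgeR (adjusted p = 0.0701; range over 16 alternatives 0.0117 to 0.147). MGST1 and SPATA17 rose in TE from few input counts in METTL5-KO, and the replicates of MGST1 differed widely (log2 TE 3.52 ± 2.25, SD, n = 2). HIST1H2BB, MCRIP1, MFSD14C and KCTD11 had the largest falls, and MFSD14C lost its call in edgeR (adjusted p = 0.0508; range over 12 alternatives 0.0245 to 0.166). With the GC trend removed, KCTD11 and MGST1 were called, while EFHC2, SPATA17, HIST1H2BB and MCRIP1 were not, and MFSD14C had no coding annotation to correct with.

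All 13 study-named genes, METTL5 included, were TE calls over all genes tested, and 13 were called when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Among them, UBL5 (1.45), NDUFA4 (1.40), NME1 (1.36), NDUFB1 (1.23), NQO1 (1.14), ATP5MPL (1.06), NDUFB6 (1.00) and CCT5 (0.88) had higher log2 TE in METTL5-KO. IQCH (-2.02), BABAM1 (-1.25) and PLCD3 (-1.14) had lower log2 TE. NME1 shares sequence with a neighbouring relative and is uncertain in that respect. Of the 6 partners or relatives of the METTL5 complex, 0 were TE calls over all genes, 0 were called when adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. The TE change of TRMT112 was -0.00 ± 0.19 (SE; limma adjusted p = 0.996). In input, 2 of the 6 were called when adjusted over the list alone and 1 over all genes. TRMT11 was lower (log2 fold change -0.67 ± 0.16, SE; edgeR adjusted p = 0.00477).

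**Figure D4:**
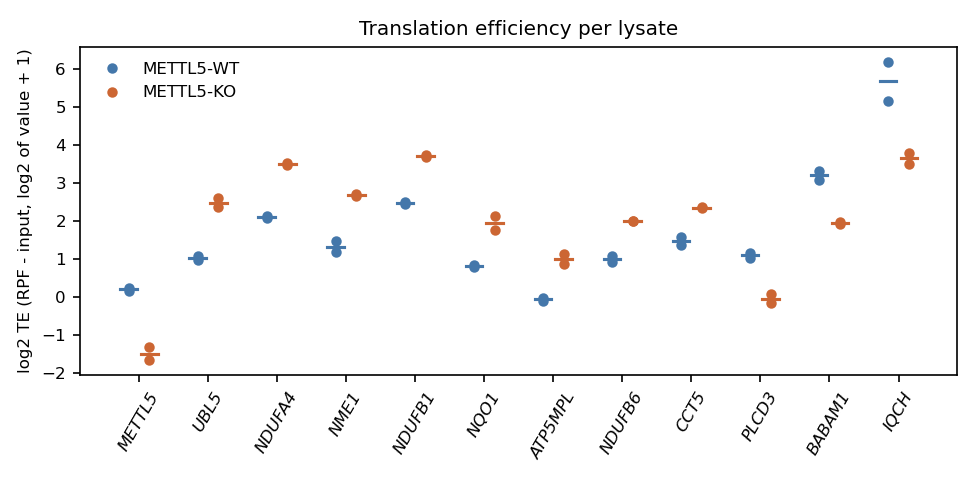
Log2 TE (log2 RPF value minus log2 input value, pseudocount 1) of METTL5 and 11 other study-named genes in each of the 4 lysates, with points for lysates and lines for group means. METTL5 has a mean of 0.20 in METTL5-WT and -1.49 in METTL5-KO.

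The study compared how widely TE and transcript abundance changes vary, so the spread of log2 fold changes was measured in the same genes. The answer depended on the statistic and on the averaging of replicates. The standard deviation across genes was 0.59 for input and 0.53 for TE, so input was wider. The interquartile range was 0.50 for input and 0.62 for TE, so TE was wider. In fold changes of single METTL5-KO against single METTL5-WT lysates, which hold more noise, the standard deviation was 0.60 to 0.65 for input and 0.65 to 0.69 for TE. Regrouping the lysates so that each side held 1 METTL5-WT and 1 METTL5-KO lysate measured replicate noise. The regrouped standard deviations were 0.23 and 0.22 for input and 0.41 and 0.41 for TE. After the regrouped variance was subtracted, the standard deviation was 0.54 for input and 0.35 for TE. The interquartile range, with the mean squared regrouped range subtracted from its square, was 0.44 for input and 0.51 for TE.

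**Figure D5:**
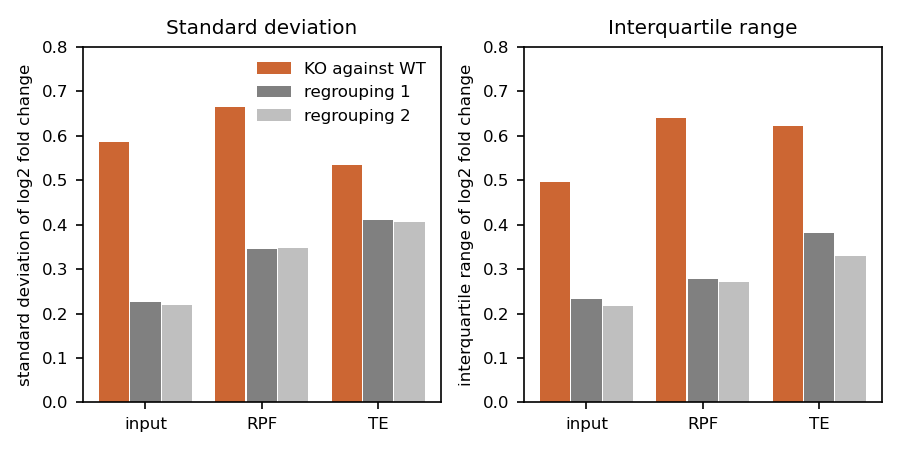
Standard deviation and interquartile range across 11240 genes of the log2 fold changes of input, RPF and TE, for KO against WT and for 2 regroupings that mix genotypes. By standard deviation input (0.59) exceeds TE (0.53), and by interquartile range TE (0.62) exceeds input (0.50).

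Gene families tied to the study's interest in mitochondrial and redox genes were tested on the TE change with camera, adjusted over 10 families. The study had already reported higher translation of mitochondrial, detoxification and redox genes from these same libraries. Some study-named genes are also members, so calls of those families are not independent evidence. The median TE log2 fold change was 0.17 for 36 complex I genes (adjusted p = 0.000619), 0.30 for 8 complex III genes (0.0227), 0.26 for 11 complex IV genes (0.0227), 0.27 for 75 mitochondrial ribosome genes (9.63e-05), 0.27 for 36 proteasome genes (3.45e-05), 0.40 for 9 chaperonin genes (0.000259) and 0.28 for 25 redox and detoxification genes (3.45e-05). ATP synthase (0.0887), cholesterol and fatty acid synthesis (0.191) and the cytosolic ribosome (0.96) were not called. The 7 calls held under fry. The alternative that changed the most calls was an estimated correlation, with which only the proteasome (0.0466) and the redox family (0.0466) were called. With the length trend removed, complex I, III and IV were no longer called and the complex I median was 0.02. Under quantile normalization the medians of the 7 families stayed above 0, and complex III, complex IV and the chaperonin lost their calls. The cytosolic ribosome median of -0.02 turned to 0.00 when libraries were centred.

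The authors' deposited table gave its own TE comparison. In the authors' deposited table, 837 of 11244 genes had an adjusted p-value under 0.05, 475 higher and 362 lower. At an adjusted p-value under 0.01, the authors' deposited table had 334. Its log2 fold changes correlated across genes with those of the limma model (Pearson r = 0.983), where genes are not independent replicates and both come from the same values. Of the 538 limma calls, 520 were calls in the authors' deposited table in the same direction. The authors' deposited table gave METTL5 a log2 fold change of -1.68.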

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

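The alternatives on GC content, thinning, library weights, the RPF libraries alone, the overlap with edgeR and the scaling of the families were chosen after seeing the data. Requiring at least 2-fold and an unadjusted p-value under 0.05 gave 1139 input, 956 RPF and 337 TE genes. TE calls numbered 1 in limma without the variance trend, 319 with the GC trend removed and 838 in DESeq2 on recovered reads, against 538. In simulated data the test without the trend recovered 57.2% of changed genes, against 82.4%; the cause of the count of 1 was not tested. The share of TE calls that were higher was 56.5% in the main model, 42.2% after quantile normalization, 45.8% in edgeR, 73.4% with the GC trend removed and 38.3% by the 2-fold rule, so the balance of higher and lower calls is not settled. The median TE change of all genes ranged from -0.017 to 0.051 under the alternatives run. In limma without the trend, METTL5 TE kept its value of -1.69 and lost its call.

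Replicate numbers shared by METTL5-WT and METTL5-KO are only numbers. The correlation of same-numbered replicate differences across genes was 0.04 in input and -0.00 in RPF. A replicate block on the number gave 3554 input, 3318 RPF and 588 TE calls. A replicate block on the lysate, which the protocol does pair, gave 794 TE calls, and 494 with the GC trend removed in the same fit; METTL5 stayed called. In simulated data the lysate block gave 15.2% false calls. For RPF, limma on the 4 RPF libraries alone called 2744 genes and edgeR on them 2872.

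The input standard deviation was 0.62 and 0.52 at pseudocounts 0.1 and 5, 0.56 with a mean of at least 10, and its interquartile range was 0.50. The TE standard deviation was 0.57 and 0.47 at those pseudocounts, 0.49 with a mean of at least 10, 0.49 with the GC trend removed, and its interquartile range was 0.62. Leaving out each lysate gave 0.59 to 0.63 for input and 0.57 to 0.63 for TE. These cover fewer libraries and so hold more noise.

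With an estimated correlation, complex I (0.17, adjusted p = 0.0556), complex III (0.30, 0.0924), complex IV (0.26, 0.0924), the mitochondrial ribosome (0.27, 0.0723) and the chaperonin (0.40, 0.0827) lost their calls. With the length trend removed, complex I (0.019, 0.0908), complex III (0.16, 0.141) and complex IV (0.067, 0.495) lost theirs and the cytosolic ribosome was called lower (-0.13, 0.0430). With the GC trend removed, cholesterol and fatty acid synthesis was called (0.13, 0.0227). Under quantile normalization, complex III (0.19, 0.117), complex IV (0.15, 0.161) and the chaperonin (0.25, 0.0688) lost theirs. With libraries centred on their medians, the cytosolic ribosome median turned from below 0 to 0.0027, without a call. The authors' deposited table had 334 genes at an adjusted p-value under 0.01.

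The TE change of TRMT112 is near 0 and changed sign with median centring (0.020) and with the GC trend removed (0.20, also with the replicate block on the lysate). It ranged from -0.23 to 0.23 across the fits that each left out a lysate (0.19 without METTL5-WT replicate 1). The cause was not tested for these changes. Of the other named genes, 18 lost their TE call without the variance trend, and 5 of these (EFHC2, SPATA17, HIST1H2BB, MCRIP1 and MFSD14C) also did under at least 1 other alternative. Beyond the spread between replicates, leaving out a library moved the input fold change of MGST1, of 6 genes with 0 counts in a genotype and of METTL5, the last without METTL5-KO replicate 1 (-2.24). Leaving out each lysate in turn kept the METTL5 change between -2.24 and -1.53 in input, -4.08 and -3.04 in RPF and -1.86 and -1.53 in TE; these fits have no p-value. Low reads limit the largest TE changes, in the METTL5-WT RPF libraries for EFHC2, in METTL5-KO input for MGST1 and in METTL5-KO RPF for MCRIP1 and MFSD14C.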

Other observations

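The tests of GC content for the study-named genes, of GC content and chromosomal runs for the NRF2 target genes, of chromosomal runs for the spread of input without a GC correction, of the METTL5-KO input library and of the input libraries as sources of the GC trend were chosen only after the result was seen. The runs of neighbouring genes and the lists of interferon-stimulated and NRF2 target genes were noticed in these data before their tests were written, and the noise test of spread was moved to the interquartile range once the standard deviation did not show TE wider.

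A large part of the TE calls may reflect a trend on GC content: 38.9% of the 535 calls with a coding annotation were still calls in the same direction once that trend was removed. With a replicate block on the lysate in both fits, 39.4% of 791 calls were, a comparison made only after the result was seen. Depth, length and scaling argue less: 78.8% of calls were kept when METTL5-KO RPF reads were thinned to the METTL5-WT depth, 72.2% with the length trend removed and at least 77.1% under centring or quantile normalization. The trend does not account for the study-named genes, since 13 of 13 were still calls without it. A GC bias of the second METTL5-KO input library is a candidate source, because the difference between the METTL5-KO input replicates followed GC content across genes (rank correlation -0.57). Without that lysate the rank correlation of input change and GC content was 0.11, against 0.30 with it. That bias is not the whole source: without that lysate the rank correlation of TE change and GC content was -0.33, against -0.47 with it. Leaving out METTL5-WT replicate 1 gave -0.37 for TE. Leaving out METTL5-WT replicate 2 or METTL5-KO replicate 1 gave -0.46 and -0.52. A bias in input alone is not the whole source either, as the RPF change also fell with GC content (-0.19). A real dependence of TE on GC content stays open, because genotype and the remaining library differences go together.

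The study described TE changes as more variable than abundance changes. That order held here by interquartile range. By standard deviation it held between single lysates (0.65 to 0.69 for TE, 0.60 to 0.65 for input) and not between the means of the replicates. Whether replicate noise alone accounts for the wider middle of the TE distribution is not settled. With the squared regrouped ranges subtracted, its interquartile range was 0.51, against 0.44 for input. Interquartile ranges need not add in squares, and the standard deviation after subtraction was 0.35 for TE and 0.54 for input. The GC trend alone does not account for the wider middle (0.51 without the trend, against 0.44 for input). With noise and GC trend both taken out, the interquartile ranges were 0.39 for TE and 0.40 for input, so the 2 together may be enough. Whether chromosomal runs account for the wider standard deviation of input stays open. With the running median subtracted and no GC correction it was 0.55, against 0.53 for TE in the same genes, a gap within the spread across replicate pairs (0.0229). With the GC trend removed from both, the values were 0.55 and 0.48, and that correction narrowed TE more than input.

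TE and input changes were negatively correlated across genes (Pearson r = -0.30). Shared input noise may account for part of this, since TE from the lysates numbered 1 against input from the lysates numbered 2 gave -0.13. The reverse pairing gave -0.10. Shared input noise is not the whole, because the relation stayed below 0 with no shared library. With the GC trend removed those values were -0.05 and -0.08. Genes are not independent replicates.

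Genes of oxidative phosphorylation had a median TE change of 0.21. Coding length may be enough to account for it: 1093 of 10000 random lists of matched length had a median as high. GC content is not, with 15 of 10000 lists.

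Runs of neighbouring genes were shifted together between the genotypes. In 0 of 100 shuffles of gene positions did a running median reach as far, the extreme was -0.88 with the GC trend removed, and 100% of the 18 windows picked in the input of the lysates numbered 1 were shifted the same way in the RPF of the lysates numbered 2. Chance order, GC content and a bias of the input libraries are thus argued against. In the input of the lysates numbered 2, 90.2% of the genes in those windows moved the same way, against 55.8% in other windows. The shifts thus repeated between lysates, as any reproducible regional shift would in windows picked for a shift. A copy number difference between the cells is a candidate explanation that these values cannot tell from others. No DNA was analysed here, and coordinated regulation of these regions was not tested. If a copy number difference holds, part of the input differences may belong to the cells that were grown up and not to METTL5.

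Interferon-stimulated genes were higher in METTL5-KO input. Of 57 tested, 57 were higher and 56 were called, with a median log2 fold change of 1.85, also with 2 genes at their bound, and 1.81 to 1.91 across the fits that each left out a library. The median was 1.87 with the GC trend removed and 1.76 with the running median subtracted, so neither accounts for it. Of 25 NRF2 target genes, 23 were called higher, and 8 of the 25 are also in the redox family. Their median was 0.86, which lay below the 0.88 to 1.02 of those fits, and the cause was not tested. Their median was 0.86 with the GC trend removed and 0.87 with the running median subtracted, so neither accounts for it. For the interferon-stimulated genes (median 1.85) and the NRF2 target genes alike, a response to METTL5 loss and a difference between clones cannot be told apart. The libraries hold no other METTL5-KO line or rescue.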
